# Nanoparticle-Encapsulated Camptothecin: Epigenetic Modulation in DNA Repair Mechanisms in Colon Cancer Cells

**DOI:** 10.3390/molecules26175414

**Published:** 2021-09-06

**Authors:** Aisha Farhana, Avin Ee-Hwan Koh, Jia Bei Tong, Abdullah Alsrhani, Suresh Kumar Subbiah, Pooi Ling Mok

**Keywords:** DNA repair, epigenetic modulation, colon cancer, nanoparticles, transcriptome analysis

## Abstract

Molecular crosstalk between the cellular epigenome and genome converge as a synergistic driver of oncogenic transformations. Besides other pathways, epigenetic regulatory circuits exert their effect towards cancer progression through the induction of DNA repair deficiencies. We explored this mechanism using a camptothecin encapsulated in β-cyclodextrin–EDTA–Fe_3_O_4_ nanoparticles (CPT-CEF)-treated HT29 cells model. We previously demonstrated that CPT-CEF treatment of HT29 cells effectively induces apoptosis and cell cycle arrest, stalling cancer progression. A comparative transcriptome analysis of CPT-CEF-treated versus untreated HT29 cells indicated that genes controlling mismatch repair, base excision repair, and homologues recombination were downregulated in these cancer cells. Our study demonstrated that treatment with CPT-CEF alleviated this repression. We observed that CPT-CEF exerts its effect by possibly affecting the DNA repair mechanism through epigenetic modulation involving genes of *HMGB1*, *APEX1*, and *POLE3*. Hence, we propose that CPT-CEF could be a DNA repair modulator that harnesses the cell’s epigenomic plasticity to amend DNA repair deficiencies in cancer cells.

## 1. Introduction

Epigenetic mechanisms are essential for the ontogenesis of mammals and the maintenance of tissue-specific gene expression [1,2]. Response to developmental and environmental signals within the tissue can alter the cell epigenetics and may lead to aberrancies in phenotype, oncogenic transformations, and cancer progression [1,3,4,5]. The epigenetic mechanisms are deregulated in many forms of cancer including colorectal cancer [6], bladder cancer [7], and leukemia [8].

Research progress in cancer epigenetics has shown that epigenetic mechanisms in cancer undergo extensive reprogramming, including DNA methylation, histone modification, nucleosome localization, and non-coding RNA [2,9]. Two of the most common mechanisms are DNA methylation and histone modifications. DNA methylation is a process involving the addition of methyl groups to DNA regions, which typically leads to the repression of gene transcription. The two common types present in tumors are demethylation and de novo methylation of CpG islands [10]. These result in expression profiles that promote tumor growth. Histone modification is a form of post-translational modification occurring on histone proteins that regulate chromatin. In cancer, the deregulation of this process affects the maintenance of repressive chromatin, thereby causing an aberrant promotion of gene expression [11]. Genetic changes are irreversible, while epigenetic modifications are reversible. This characteristic makes epigenetic modifications a perfect target for therapeutic intervention for cancer [12].

Camptothecin (CPT) has been demonstrated to be an effective anti-cancer drug for various cancers. Due to its low solubility in aqueous media and active lactone ring instability at physiological pH [13,14], encapsulation by CEF (cyclodextrin–EDTA–FE_3_O_4_) can effectively increase its stability and feasibility for cancer therapy [15]. Encapsulation by nanomaterials is being widely researched as an effective means of drug delivery for cancer therapy [16]. One example is the use of lipid nanocapsules that allows efficient delivery of loaded drugs to the tumor tissue [17]. Cyclodextrin was used for the encapsulation in this study as it can act as a multifunctional core for diverse conjugation of drugs and other molecules [18]. Meanwhile, the superparamagnetic iron oxide nanoparticle (Fe_3_O_4_) possesses high microwave absorbance; hence, it can be used to track and kill the remnant of tumor cells [19].

In the previous study, we used camptothecin encapsulated in β-cyclodextrin–EDTA–Fe_3_O_4_ nanoparticles (CPT-CEF) for treating human colon cancer HT29 cell lines [15]. We found that CPT-CEF could induce cell apoptosis and growth inhibition by arresting the cell cycle and activating the mitochondrial apoptotic pathways. In normal cells, excessive DNA damage that cannot be repaired by DNA repair factors typically leads to cell death as a safety mechanism to prevent cancer [20]. However, tumor cells have altered or defective DNA-repair mechanisms that prevent them from undergoing apoptosis, which can be exploited therapeutically for developing new anti-cancer drugs [21,22]. As such, we would like to further examine whether genes involved in epigenetic control for DNA-repair mechanisms were affected during treatment with CPT-CEF. DNA damage and deficiency in immediate repair is the primary underlying cause for the switch from normal to malignant cells [23]. To achieve the study objective, we carried out comparative transcriptomic studies between treated and untreated cancer cells. We then attempted to profile the transcriptomics based on well-known databases such as Gene Ontology (GO), which is a repository for annotated gene interactions, and Kyoto Encyclopedia of Genes and Genomes (KEGG), which is a resource containing known biological pathways. Our results reveal three important genes, *HMGB1*, *APEX1*, and *POLE3,* that function in the epigenetic control of a DNA-repair mechanism, which modulates cancer in HT29 cells, and induce apoptosis.

## 2. Results and Discussion

### 2.1. Mapping of List of Differentially Expressed Genes (DEGs) to Its Gene Ontology Terms

Camptothecin demonstrates a broad-spectrum anti-cancer activity. The molecular target for camptothecin has been firmly established to be the human DNA topoisomerase-I [24]. In vivo experiments have shown that camptothecin has an inhibitory effect on tumor growth, especially on digestive tract tumors, leukemia, and bladder cancer [25,26,27,28]. The application of camptothecin in cancer treatment is limited due to its poor water solubility. However, modification with nanotechnology makes it feasible to be used in cancer therapy [29]. 

In the present study, upon completion of sequencing, the data were processed to generate a list of DEGs. 

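RNA from 4 cultures of HT29, an established human colorectal carcinoma cell line, was sequenced, with 2 libraries from CPT-CEF-treated cells and 2 from untreated cells. CPT-CEF is camptothecin carried on iron oxide nanoparticles with β-cyclodextrin and EDTA, and it was given at 133.5 μg/mL for 48 h. The libraries did not include cells given the carrier without camptothecin. The authors quantified reads with Salmon and analysed them with DESeq2, and the deposited values are on a log2 scale, normalized between libraries, with 1 value for each of 12134 genes. None of these values was a read count, so the depth of each library is unknown and no counting error can be given. The transformation behind the values is not named in the paper's text. The values ran from 0.56 to 14.58, and the median over genes was 5.88 in both untreated libraries and 5.86 in both CPT-CEF-treated libraries. Genes were put in 10 groups by mean value. The SD of the difference between the untreated replicates was 0.061 in the lowest group of genes and 0.18 in the highest. The SD of the difference between treated and untreated means was 0.058 and 0.38 in the same groups of genes. Fold changes therefore spread less among weakly expressed genes, and whether the transformation shrank them was not tested. Across genes, Pearson's correlation was 0.997 between the untreated replicates, 0.995 between the CPT-CEF-treated replicates and from 0.989 to 0.991 between libraries of different groups. The SD of the difference between libraries was 0.17 and 0.21 within the groups and from 0.27 to 0.30 between them. Groups were compared with limma's two-sided moderated test, with a variance trend on the mean value and Benjamini-Hochberg adjustment, over the 12113 genes with a mean value of at least 1. A log2 fold change is the mean of the CPT-CEF-treated values minus the mean of the untreated values, so a negative value is lower after treatment. With 2 libraries against 2, an exact permutation test of 1 gene cannot give a two-sided p below 0.333, and every p given for a gene comes from limma, which pools the spread of all genes.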

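Of 12113 genes, 441 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 166 of them higher and 275 lower in the CPT-CEF-treated cells. A change of at least 2-fold was found in 34 of these genes, 12 higher and 22 lower. The paper's methods give a threshold of 0.1 and do not say whether p is adjusted. At an adjusted p under 0.1, 37 genes had at least a 2-fold change, and at an unadjusted p under 0.1, 39 did. Whatever their p, 40 genes changed by at least 2-fold. With the unadjusted p in place of the adjusted p, the number of genes under 0.05 was 3063. Of these the same number, 39, changed by at least 2-fold. All these 2-fold counts rest on the deposited values, and the paper's DESeq2 fold changes were not recomputed. Both CPT-CEF-treated values lay below both untreated values for 3504 genes and above them for 3363 genes, together 56.7% of the genes tested, where chance gives 33.3%. Among the genes with an adjusted p under 0.05, the largest fall was that of S100A4 (chromosome 1 of GRCh38, 153543613 to 153550136), with a log2 fold change of -2.06 (standard error 0.12). The largest rise among them was that of ARRDC3 (chromosome 5, 91368631 to 91383317), with a log2 fold change of 1.36 (standard error 0.14).

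**Figure D1:**
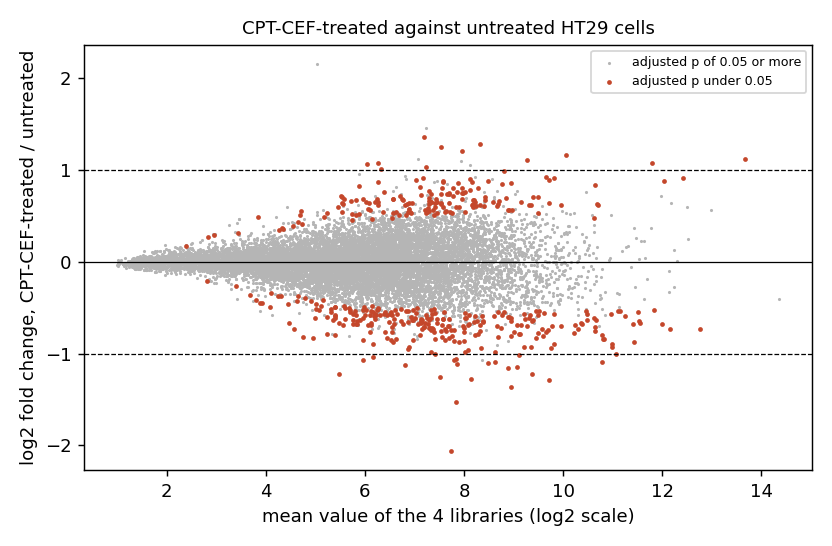
Log2 fold change (CPT-CEF-treated over untreated) of each gene against the mean of its 4 deposited values on the log2 scale, with the 441 genes of adjusted p under 0.05 in red and dashed lines at a 2-fold change. Fold changes narrow toward the low end of the scale.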

An ORA analysis was then performed using DEGs with the cut-off *p* < 0.05 and 2-fold changes. The ORA analysis generated results based on GO biological processes. REViGO was then used to summarize the terms (Figure 1). The top 13 enriched gene sets under GO biological processes were tabulated in Table 1. A majority of the terms involved nucleotide metabolism. In the previous study, we encapsulated camptothecin in β-cyclodextrin–EDTA–Fe_3_O_4_ nanoparticles (CPT-CEF) to enhance the solubility and stability, and further tested its inhibitory activity on HT29 cell growth in vitro. Our data shows CPT-CEF can induce caspase-3 activity and alter mitochondrial membrane potential, leading to arrest in the cell cycle, and ultimately apoptosis [15]. In addition, CPT-CEF treatment results in an enrichment of pathways involved in nucleotide metabolism (Figure 1).

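The genes of nucleotide synthesis were examined as lists of enzymes written by hand, which are not the GO terms of Table 1. Of 19 genes of purine synthesis, 17 were lower in the CPT-CEF-treated cells, with a median log2 fold change of -0.29 (-0.30 and -0.28 in the CPT-CEF-treated replicates against the untreated mean). The list had an adjusted p of 4.51e-06 (two-sided camera test of limma with a preset inter-gene correlation of 0.01, Benjamini-Hochberg adjustment over 21 lists). In this list 3 genes had an adjusted p under 0.05 over all genes, and 10 when adjusted over the list alone. The lowest of them was PAICS (chromosome 4, 56435741 to 56464578), an enzyme of purine synthesis, with a log2 fold change of -1.15 (standard error 0.11, adjusted p = 0.0271 from limma). GART had a log2 fold change of -0.73 and IMPDH1 of -0.71. Of 17 genes of pyrimidine synthesis, 16 were lower, with a median of -0.38, values of -0.39 and -0.33 in the treated replicates, and the same adjusted p as the purine list to 3 digits. Of these, 4 genes had an adjusted p under 0.05 over all genes and 8 when adjusted over the list alone. NME2 fell by 1.09 on the log2 scale, NME1 fell by 0.87 and CTPS1 fell by 0.76. The inter-gene correlation estimated from the 4 libraries, in place of the preset value, was the alternative that moved these tests most. With it the adjusted p of both lists was 0.266 in the camera test. The estimate was -0.051 for the purine list, below the preset value, so correlated genes do not account for its larger p. For the pyrimidine list it was 0.0566.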

### 2.2. Identification of Enriched KEGG Pathways in CPT-CEF-Treated HT29 Colon Cancer Cells

In order to identify enrichment of pathways in either the treated or untreated control groups, a GSEA analysis was performed. KEGG was used as the reference database. The top 13 KEGG pathways were tabulated in Table 2. Similar to ORA analysis, a majority of the KEGG pathways involved played a role in nucleotide metabolism. 

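Another 7 subjects of Table 2 were examined in the same way, again with lists written by hand and not with the KEGG gene sets. No list covered fructose and mannose metabolism or cysteine and methionine metabolism. Of 78 cytosolic ribosomal protein genes, 77 were lower after CPT-CEF treatment (median log2 fold change -0.44, camera adjusted p = 2.08e-27). In that list 28 genes had an adjusted p under 0.05 over all genes and 65 when adjusted over the list alone. With quantile normalization, chosen after seeing the data, 75 of the 78 were lower. The only ribosomal gene that was higher with the values as deposited, RPS9, was singled out after its values were seen, and its value of 8.14 in CPT-CEF replicate 2 stood apart from 4.16, 3.76 and 4.09 in the other libraries. Of 35 DNA replication genes, 30 were lower (median -0.35, camera adjusted p = 2.36e-07), with 7 under an adjusted p of 0.05 over all genes and 15 when adjusted over the list alone. MCM7 had the smallest adjusted p of that list, with a log2 fold change of -0.98 (standard error 0.13). Of 17 glycolysis genes, 16 were lower (median -0.58, camera adjusted p = 1.41e-07), 6 of them under an adjusted p of 0.05 over all genes and 12 when adjusted over the list alone. ENO1 had a log2 fold change of -1.10 (standard error 0.10). The spliceosome list had a median of -0.20 with 34 of 46 genes lower (camera adjusted p = 8.30e-05), and 6 genes were past 0.05 over all genes and 14 when adjusted over the list alone. The list of the one-carbon pool by folate had a median of -0.23 (camera adjusted p = 3.29e-04), which was -0.15 without CPT-CEF replicate 1. In this list of 16 genes 13 were lower, 4 were under an adjusted p of 0.05 over all genes and 6 when adjusted over the list alone. The proteasome list had a median of -0.18 with 29 of 34 genes lower (camera adjusted p = 1.28e-04). None of its genes reached an adjusted p under 0.05 over all genes or when adjusted over the list alone, while 12 had an unadjusted p under 0.05. Without a variance trend, chosen after seeing the data, 8 passed when adjusted over the list alone and 19 had an unadjusted p under 0.05. The pentose phosphate pathway had a median of -0.15 with 10 of 13 genes lower, and -0.23 without untreated replicate 1 or -0.097 without untreated replicate 2. Its camera adjusted p was 0.0391, and rose to 0.0577 with the replicate number as a block, 0.0522 with quantile normalization and 0.123 with genes of mean value at least 5. No gene of it had an adjusted p under 0.05 over all genes, 2 did when adjusted over the list alone (from 0 to 5 over the alternatives), and 6 had an unadjusted p under 0.05. Under limma's fry, which keeps the correlation between genes, 6 of the 9 lists of these subjects were still under an adjusted p of 0.05, namely purine synthesis (0.00474), pyrimidine synthesis (0.0305), the one-carbon pool (0.0127), ribosomal proteins (0.0218), proteasome (0.0218) and pentose phosphate pathway (0.0305). With an estimated correlation, 0 of the 9 lists were. The estimate lay below the preset 0.01 for purine synthesis (-0.051), the one-carbon pool (-0.0641), proteasome (-0.00868) and pentose phosphate pathway (-0.0612). The larger p of those lists therefore cannot be read as an effect of correlated genes. For the rest the estimate was higher than the preset value, from 0.0566 for pyrimidine synthesis to 0.395 for glycolysis.

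**Figure D2:**
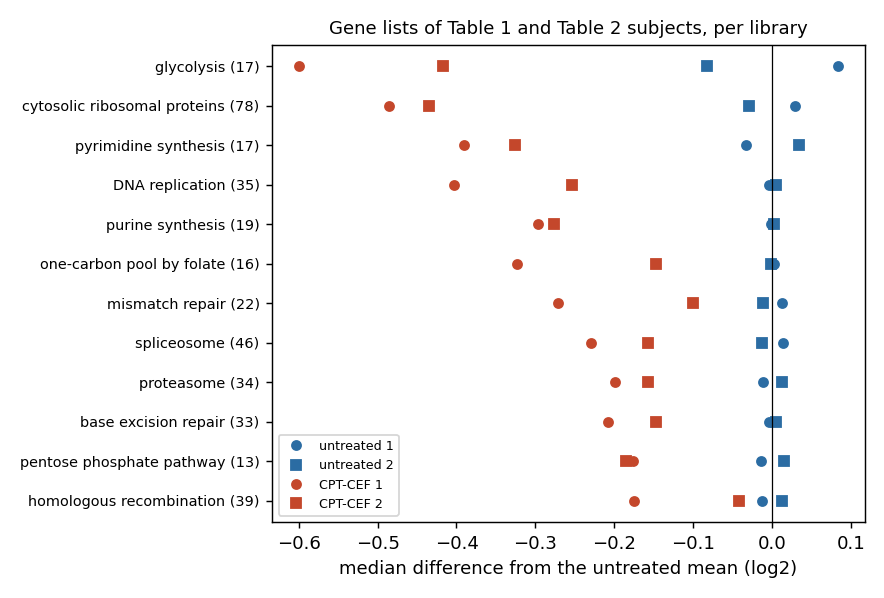
Median over the genes of each list of the difference from the mean of the untreated libraries (log2), for each of the 4 libraries, with the number of genes in parentheses. Both CPT-CEF-treated libraries lie below 0 for all 12 lists, and homologous recombination, at -0.17 and -0.042, lies nearest to it.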

There were also pathways involving DNA repair mechanisms. 

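The DNA repair pathways are homologous recombination, mismatch repair and base excision repair. They were taken as lists of human genes written by hand from the maps of Figures 3, 4 and 5, not as the KEGG gene sets. Of these genes, 80 have deposited values. The median log2 fold change was -0.10 over 39 homologous recombination genes, -0.22 over 22 mismatch repair genes and -0.18 over 33 base excision repair genes. In the camera test with Benjamini-Hochberg adjustment these pathways had an adjusted p of 0.00684, 4.98e-04 and 0.00146, all of them lower after treatment. None of the 3 was under 0.05 with fry (adjusted p = 0.166, 0.127 and 0.0612) or with an estimated correlation (0.451, 0.435 and 0.350). In a pre-ranked GSEA with 1000 permutations of the gene sets, the normalized enrichment score was -2.14 for homologous recombination, -2.03 for mismatch repair and -2.06 for base excision repair, where a negative score is enrichment in the untreated control group. Without CPT-CEF replicate 1 the median was -0.042 for homologous recombination, -0.10 for mismatch repair and -0.15 for base excision repair, and without CPT-CEF replicate 2 it was -0.17 for homologous recombination. The homologous recombination median was also reduced, to -0.056, without untreated replicate 2. Without the ATM and BRCA1 branch of its map, an alternative set before the data were examined, homologous recombination had 24 of 27 genes lower, a median of -0.16 and a camera adjusted p of 7.06e-04, and without CPT-CEF replicate 1 the median of this shorter list was -0.057.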

Our analysis showed that these pathways were enriched in the control samples. This suggests that CPT-CEF has an effect on processes involving nucleotide metabolism (Figure 2). The plots of these pathways are shown in Figure 2. The details are tabulated in Table 1 and Table 2, respectively. These pathways were enriched in the untreated control group, suggesting that they were unperturbed in that group. The genes from the leading edge of the data are tabulated in Table 3. Hence, we further hypothesized that CPT-CEF might modulate the DNA repair mechanisms by inducing changes in the epigenome of colon cancer cells. 

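The rank metric of Table 3 was recomputed as the log2 ratio of the mean deposited value of the CPT-CEF-treated libraries to that of the untreated libraries, and it equalled the printed metric in 47 of 47 entries. Because the deposited values are already on a log2 scale, this metric is smaller than the log2 fold change and depends on the level of the gene. For POLD2 the metric was -0.143 and the log2 fold change -0.72. For XRCC3, a gene below the median value of the libraries, the metric was -0.0415 and the log2 fold change -0.14. With this metric as the ranking, all 17 genes of the base excision repair leading edge are in Table 3. So are all 10 of the mismatch repair leading edge and 12 of the 14 in that of homologous recombination. Table 3 lists 17 genes for base excision repair, 14 for mismatch repair and 16 for homologous recombination. Some of its mismatch repair and homologous recombination genes therefore lie outside the recomputed leading edge. With genes ranked by the difference in log2 values instead, the normalized enrichment score was -1.93 for homologous recombination, -1.95 for mismatch repair and -1.97 for base excision repair.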

Disruption to DNA repair responses is one of the leading causes of the development of cancer cells [23].

It is worth noting that DNA repair mechanisms are also the responsible culprit for tumoral cell resistance to many cancer therapies [30]. Hence, in this study, we performed comparative transcriptomic analysis between CPT-CEF-treated and untreated HT29 cells to identify the dysregulated genes that are involved in signaling pathways associated with DNA repairs at the epigenetics level. 

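The 47 entries of Table 3 stand for 33 distinct genes, with 4 genes listed in 3 pathways, 6 in 2 pathways and 23 in 1 pathway. All 33 were lower in the CPT-CEF-treated cells, with a median log2 fold change of -0.34 and a range from -0.73 to -0.14. The study chose this list on these samples, so the direction of its genes is not independent evidence. UNG (log2 fold change -0.73), POLD1 (-0.67) and SSBP1 (-0.65), together with POLD2, were the 4 genes with an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment), and 17 genes passed when adjusted over the list alone. Both treated values lay below both untreated values for 29 of the 33 genes. The exceptions were XRCC3, RPA3, POLD3 and RFC3. Chance gives 33.3% of genes for both directions together, and 56.7% of all genes tested were separated in 1 direction or the other. None of the 33 genes changed by 2-fold. PCNA had values of 7.63 and 8.31 in the CPT-CEF-treated replicates against 8.51 and 8.48 in the untreated ones, and its log2 fold change was -0.53, or -0.18 without CPT-CEF replicate 1. Of the 33 genes, 14 are also on the list of DNA replication genes.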

The results of our study demonstrate that cancer cells downregulated a total of 47 genes controlling mismatch repair, base excision repair, and homologous recombination (Table 3).

### 2.3. Identification of Genes Involved in Epigenetic Modulation 

Genes identified in Table 4 were then cross-referenced with the epigenetics database. It was found that *HMGB1*, *APEX1*, and *POLE3* were involved with epigenetic modulation. These genes were members of the KEGG base excision repair pathway. 

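HMGB1 lies on chromosome 13 of GRCh38 from 30456704 to 30617597 and encodes a chromatin protein. Its value was 10.94 ± 0.11 (SD, n = 2) in untreated cells and 10.32 ± 0.33 (SD, n = 2) in CPT-CEF-treated cells, a log2 fold change of -0.62 (standard error 0.16, adjusted p = 0.0880 from limma with Benjamini-Hochberg adjustment). Without CPT-CEF replicate 1 the log2 fold change of HMGB1 was -0.38. Over the alternatives its adjusted p from limma ran from 0.0415 with the replicate number as a block to 0.223 with quantile normalization (chosen after seeing the data), where the fold change was -0.43, and its unadjusted p was 0.00804 by limma. APEX1, the gene of the main apurinic site endonuclease, lies on chromosome 14 from 20455191 to 20457772. It had a value of 7.58 ± 0.07 (SD, n = 2) without treatment and 7.10 ± 0.07 (SD, n = 2) with treatment, a log2 fold change of -0.48 (standard error 0.10, adjusted p = 0.0611 from limma). Over the 8101 genes with a mean value of at least 5, an alternative chosen after seeing the data, the log2 fold change of APEX1 was the same and its adjusted p from limma was 0.0430, and over all alternatives it ran up to 0.0910. POLE3 lies on chromosome 9 from 113407235 to 113410675. Its value went from 7.69 ± 0.13 (SD, n = 2) to 7.26 ± 0.04 (SD, n = 2), a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.0839 from limma). For each of the 3 genes both treated values were below both untreated values, and each difference was larger than the spread between replicates. From the enrichment of the repair pathways in the untreated control group, the paper hypothesizes that CPT-CEF might modulate DNA repair by changing the epigenome, and it took these 3 genes from a cross-reference with an epigenetics database.

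**Figure D3:**
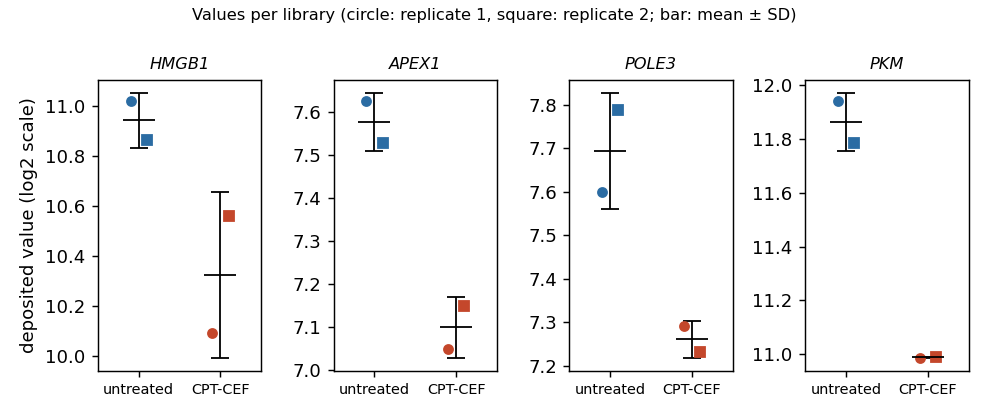
Deposited values (log2 scale) of the genes of Table 4 in untreated and CPT-CEF-treated HT29 cells, as points per library with the mean and SD of 2 replicates. In each panel both treated values lie below both untreated values, and the axes do not start at 0.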

As such, the position of these genes was visualized on the pathway (Figure 3). *POLE3* can be found as a subunit of DNA polymerase epsilon (Polε) on the KEGG map. Additionally, the homologous recombination and mismatch repair pathways were also visualized (Figure 4 and Figure 5, respectively). 

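Of the 80 genes of the 3 repair pathways, 56 were lower and 24 higher in the CPT-CEF-treated cells. Both treated values lay below both untreated values for 34 genes and above them for 9 genes. Chance gives 33.3% of genes for both directions together, and the share among all genes tested was 56.7%. At an adjusted p under 0.05 from limma over all genes, 4 of the 80 were lower and 0 were higher. At an unadjusted p under 0.05, 24 were lower and 3 were higher. The 20 repair genes that are also on the DNA replication list had a median log2 fold change of -0.28, and the 60 others one of -0.039, with 39 of the 60 lower. This difference of -0.24 had p = 0.00174 in a two-sided permutation test over genes with 100000 resamples, in which genes are not independent replicates. Without CPT-CEF replicate 1 the difference was -0.11.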

In the context of epigenetic study of cancer cell development, the analysis indicated that treatment with CPT-CEF could reverse these deficiencies by modulating the expression of these genes. To our knowledge, this is a novel study that successfully demonstrates the epigenome molecular interplay involved in DNA repair mechanisms when cancer cells are given anti-cancer drug therapy.

High mobility group box 1 (*HMGB1*) is a highly conserved expressed nuclear protein vital to reverse DNA damage and maintain genomic stability by preserving nucleosome structure and regulating DNA replication and transcription in cells [31]. Reduced activity of *HMGB1* leads to higher frequency of DNA damage when exposed to radiation, carcinogens, or chemotherapeutic or oxidative stress-inducing agents [32]. It can translocate from the nucleus to the cytoplasm following post-translational modifications, including acetylation, phosphorylation, and methylation [33]. The secretion of *HMGB1* from cells can trigger a cascade of inflammatory reactions. It can bind to Receptor for Advanced Glycation End products (RAGE) or Toll-like receptors (TLRs), which eventually activates the nuclear transcription factor κB (NF-κB) signal transduction pathway, and upregulates various apoptotic factors to cause cell death [31,33]. Meanwhile, *APEX1*-encoded DNA-(apurinic or apyrimidinic site) lyase has been shown to be highly expressed in a variety of tumors, including liver [34], colorectal [35], gastric [36], and non-small-cell lung cancer [37]. Gene expression profiling demonstrated that increased APE1 correlated with glioblastoma recurrence in patients [38]. The result of Gene Set Enrichment Analysis (GSEA) on hepatocellular carcinoma showed that the expression of *APEX1* was related to a DNA damage repair pathway and its high expression could result in poor prognosis [39]. 

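DNA polymerase epsilon has POLE as its catalytic subunit, with POLE2, POLE3 and POLE4 as the other subunits. POLE (chromosome 12, 132623753 to 132687376) was higher after treatment, with a log2 fold change of 0.25 (standard error 0.14, adjusted p = 0.303 from limma). POLE2 had a log2 fold change of 0.04 (standard error 0.07) with overlapping groups, and POLE4 one of -0.12 (standard error 0.09, adjusted p = 0.431 from limma). As each library was left out in turn, the log2 fold change of POLE ran from 0.075 to 0.43. That of POLE2 ran from -0.0093 to 0.089 and that of POLE4 from -0.20 to -0.034. The difference between POLE3 and the other subunits was not tested.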

*POLE3* is one of the four components in the DNA polymerase epsilon holoenzyme [40]. *POLE3* can interact with other histone-fold proteins to bind to DNA in a sequence-independent manner and initiate the synthesis of the leading strand during replication of DNA [41]. Mutations in *Polε* are associated with colon and endometrial cancer, and hence downregulation of *POLE3* could interrupt DNA repair [42].

In addition, this study also found that PKM gene expression was modified upon treatment with CPT-CEF in the HT29 cell line. 

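PKM lies on chromosome 15 of GRCh38 from 72199029 to 72231819, and GENCODE 44 annotates 25 transcripts for it. The deposited values are given per gene, so they do not separate PKM1 from PKM2. The value of PKM was 11.86 ± 0.11 (SD, n = 2) in untreated cells and 10.99 ± 0.00062 (SD, n = 2) in CPT-CEF-treated cells. This was a log2 fold change of -0.88 (standard error 0.09, adjusted p = 0.0271 from limma with Benjamini-Hochberg adjustment), a 1.83-fold lower level. With each library left out in turn the log2 fold change stayed between -0.95 and -0.80.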

Pyruvate Kinase Muscle (PKM) is a group of isozymes made up of *PKM1* and *PKM2*. PKM has direct control of the transcription activity of genes related to various cells’ metabolism. Therefore, aberrancy in PKM expression could lead to tumorigenesis [43,44,45]. Prior studies have shown that *PKM2* has a close relationship with cellular proliferation, migration, anchorage-independent growth, and in tumor growth and liver metastasis in vivo [46,47,48,49]. *PKM2* was demonstrated to promote dsDNA breaks repair through homologous recombination, and has been suggested as a cause of cancer resistance to genotoxic therapies [50]. We can corroborate that the repression of *PKM2* may affect the histone machinery through epigenetic alterations.

In a bigger context, aberrant epigenetic modification of these genes could lead to deregulated signal transduction as well as a promotion of tumorigenic processes. For example, the suppression of *HMGB1* can lead to a loss of maintenance in genomic stability, and as such, the regulation of DNA replication and transcription would be affected, which leads to uncontrolled cell proliferation. On the other hand, *POLE3* functions in DNA extension, and its aberrant downregulation could affect DNA repair, thereby leading to more mutations and further tumor progression. As such, further investigations into these candidates could yield newer formulations that can effectively target these epigenetic mechanisms to impede tumor growth.

## 3. Materials and Methods

### 3.1. Treatment of HT29 Colon Cancer Cells with CPT-CEF Nanocompound

A stock of the CPT-CEF nanocompound solution was prepared by dissolving it in 10% dimethyl sulfoxide (DMSO) (Nacalai, Kyoto, Kyoto, Japan) in complete culture medium before the experiment. The HT29 human colorectal carcinoma cell line used in this study was obtained from the Laboratory of Vaccine and Immunotherapy (LIVES) Institute of Biosciences (IBS, Seri Kembangan, Selangor, Malaysia), UPM. Firstly, the cells were seeded at a concentration of 1 × 10^4^ cells/mL of culture medium in a 6-well culture plate. It consisted of the Roswell Park Memorial Institute (RPMI) 1640 Medium (Nacalai, Kyoto, Kyoto, Japan), 10% Fetal Bovine Serum (Nacalai, Kyoto, Kyoto, Japan) and 1% Penicillin/Streptomycin. The culture was then incubated at 37 °C in a 5% CO_2_ incubator for 24 h. After that, the supernatant was discarded. The nanocompound solution was then added to the culture medium to obtain a final concentration of 133.5 μg/mL (IC50) (*n* = 3). The DMSO content in the stock solution did not exceed 1% of final nanocompound concentration in the culture medium. The cell culture was then incubated for 48 h in a 5% CO_2_ incubator before conducting the RNA-seq experiment.

### 3.2. Isolation of Total RNA from HT29 Colon Cancer Cells and Library Preparation for Sequencing

The HT29 colon cancer cell line was incubated with CPT-CEF, as mentioned in our previous study [15]. Then, the total RNA was extracted from the cells using the RNeasy mini kit according to the recommendation from the manufacturer (Qiagen, Hilden, Germany). Samples with an RNA integrity (RIN) value of more than 7 and high purity (A260/A280 ratio = 2) were used for the downstream experiment. The Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) was used to measure RNA integrity, whereas the NanoDrop 2000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA) was used to measure the A260/A280 ratio.

### 3.3. Library Preparation for RNA Sequencing

Library preparation was performed using the NEBNext^®^ Ultra™ II RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s protocol. The isolated RNA was further enriched to obtain mRNA. Total RNA was incubated with 50 µL of oligo dT beads and binding buffer at 65 °C for 5 min in a PCR tube. The tubes were then placed onto a magnetic stand to capture the beads. The contents of the tubes were washed several times to remove residual rRNA and other RNA types. Then, the beads were mixed with 50 µL of Tris buffer and incubated in a thermal cycler at 80 °C for 2 min, followed by a cooling step to a temperature of 25 °C before elution.

The mRNA was used to synthesize the first-strand cDNA. A reaction mix was set up and incubated for 10 min at 25 °C, 15 min at 42 °C, and 15 min at 70 °C, before finally putting it on hold at 4 °C. Immediately after that, the samples were incubated with the reaction mix for 1 h at 16 °C to produce the second cDNA strand. Purification of the double-stranded cDNA was then carried out using NEBNext Sample Purification Beads, and magnetic capture of the DNA strands was carried out. cDNA was eluted in Tris-EDTA buffer and used to ligate to unique adaptors to create cDNA libraries by incubating at 20 °C for 15 min. The ligation reaction was then purified using the NEBNext Sample Purification Beads. Finally, PCR enrichment of adapter-ligated cDNA was performed to expand the library before sequencing. The quality of the library was then assessed using the Bioanalyzer 2100 system. All the samples showing a single peak with the size of approximately 300 bp on the electropherogram were used for RNA-seq.

### 3.4. RNA-Seq Data Processing and Differential Gene Expression Analysis

The Illumina HiSeq2000 system (Illumina, Hayward, CA, USA) was used for the RNA-seq study. Paired-end sequencing was performed (2 × 100 bp). Once completed, the quality of the sequences was assessed using the FastQC tool. Alignment, annotation, and quantification were then performed using the Salmon tool (available at github.com, accessed 13 January 2021) and the GRCh38 homosapiens assembly (asia.ensembl.org, accessed 13 January 2021) as a reference transcriptome. Differential expression analysis of CPT-CEF-treated and untreated colon cancer cells were then performed using the DeSeq2 tool (Bioconductor.org, accessed 14 January 2021). After performing the analysis, the differentially expressed genes were extracted.

### 3.5. Functional Enrichment Analysis and Identification of Genes in Epigenetics

The g:Profiler tool was used to perform over-representation analysis (ORA) (https://biit.cs.ut.ee/gprofiler/, accessed 16 January 2021). By using a threshold of *p* < 0.10 and 2-fold change, the DEGs were loaded into the tool. Gene Ontology (GO) was the database used for the study. The output files were summarized and clustered using REViGO (http://revigo.irb.hr/, accessed 16 January 2021). Functional enrichment was carried out using the GSEA tool (https://www.gsea-msigdb.org/gsea/index.jsp, accessed 16 January 2021). KEGG (c2.cp.kegg.v7.2.symbols.gmt, accessed 16 January 2021) was the database used for this analysis. The data were annotated using the database from MSigdb (Human_ENSEMBL_Gene_ID_MSigDB.v7.2.chip, accessed 16 January 2021). The default settings were used for the analysis, except for the following parameters: permutation number—1000; permutation type—gene set; gene ranking metric—log2 ratio of classes. Data mining was then performed by cross-referencing the enriched gene sets with the EpiFactors database (https://epifactors.autosome.ru/, accessed 16 January 2021). The associated genes in epigenetics were extracted and tabulated.

## 4. Conclusions

The defect of DNA repair mechanisms in human colon cancer might be due to the downregulated genes that have a significant role in controlling the transcription of genes involved in base excision repair. Overall, this study postulates that treatment with CPT-CEF could inhibit the proliferation of HT29 cells, most probably by reversing this dysregulation. Current transcriptomic results deserve our attention as many pieces of literature have pointed out that efficient DNA repair in cancer cells could confer resistance to radio- and chemotherapy. More mechanistic studies have to be performed to confirm the results and to re-evaluate the role of these genes before formulating a strategy to prevent or halt the cancer cell growth.

## Figures and Tables

**Figure 1:**
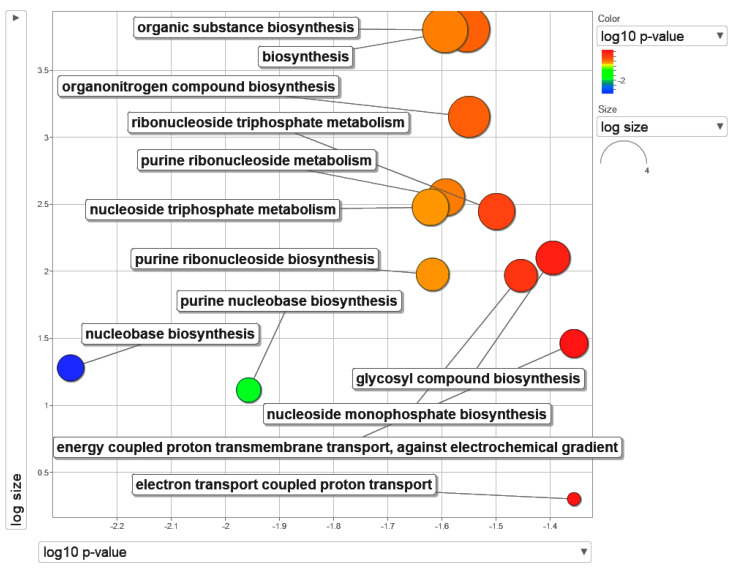
Visualization of the top terms in Gene Ontology (GO) biological processes obtained using over-representation analysis. The top GO terms were obtained using g:Profiler and clustered by ReVigo for visualization (adj *p* < 0.05). The data were plotted as log10 *p*-value against log size on a scatterplot. The GO terms were sized and colored according to the indicated scale.

**Figure 2:**
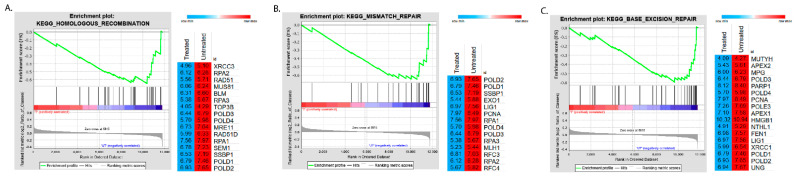
A gene set enrichment analysis (GSEA) of CPT-CEF-treated colon cancer cells revealed an enrichment of DNA repair mechanisms. The GSEA tool was used to make an enrichment plot of the homologous recombination (**A**), mismatch repair (**B**), and base excision repair (**C**) pathways. The genes that contributed to the leading-edge subset in the ranked list were shown in heatmaps, where the values indicated the mean normalized count data for each gene between CPF-CEF-treated and untreated samples. Red represents upregulation; blue represents downregulation.

**Figure 3:**
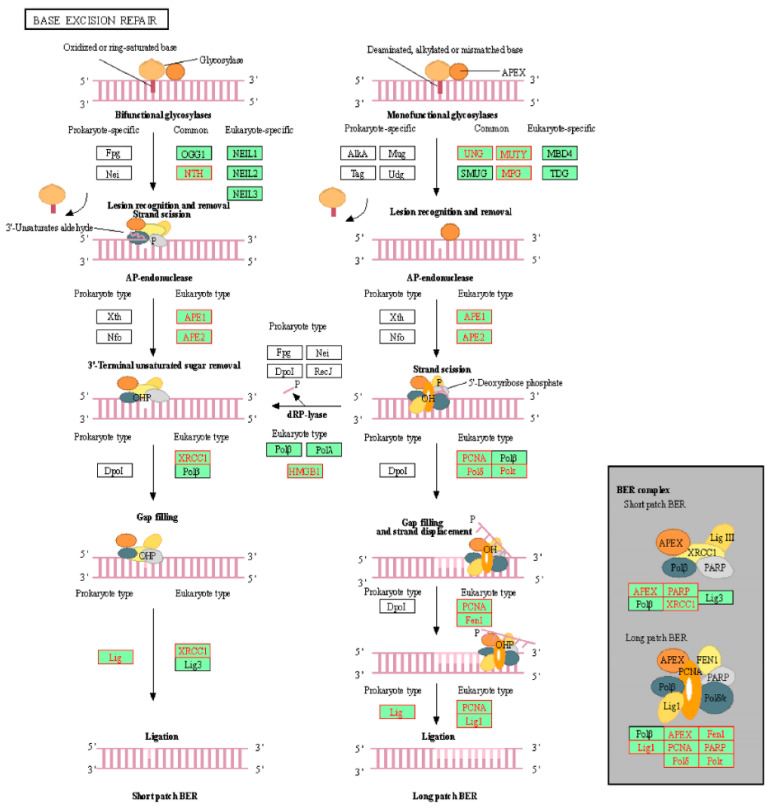
Visualization of the GSEA-enriched genes from the leading-edge subset of the base excision repair pathway in CPT-CEF-treated colon cancer cells. The pathway was extracted from the KEGG database, and the GSEA-enriched genes obtained from the data set were highlighted in red. The underexpression of these genes is predicted to have an impact in the downstream signaling involved during base excision repair.

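Of the 33 base excision repair genes, 23 were lower and 10 higher in the CPT-CEF-treated cells. POLD1, POLD2 and UNG had an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment), and 11 genes passed when adjusted over the list alone, 10 of them lower. Both treated values were below both untreated values for 18 genes and above them for 6. Chance gives 33.3% of genes for both directions together, and the share among all genes tested was 56.7%. The 17 genes of Table 3 in this pathway had log2 fold changes from -0.73 to -0.18, with a median of -0.48. The median of the pathway was -0.18, and -0.35 with only genes of mean value at least 5. With the trend with GC content removed from each library it was -0.13, and with the gene length trend removed too it was -0.11. These alternatives were chosen after seeing the data.

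**Figure D4:**
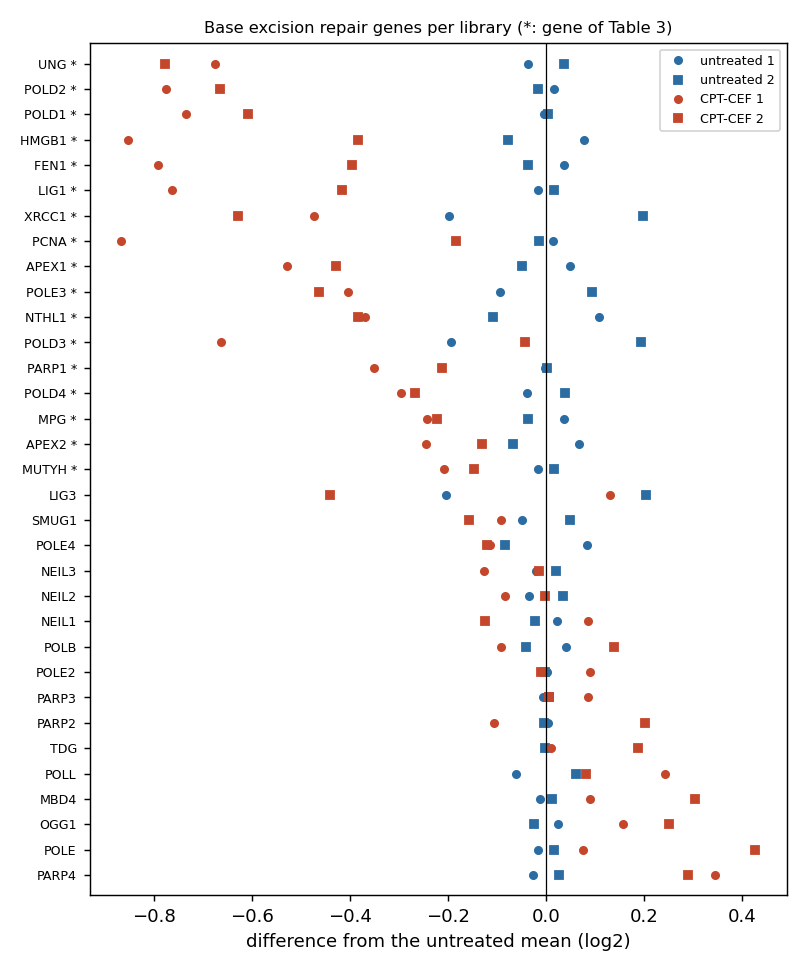
Difference of each library from the untreated mean (log2) for 33 base excision repair genes, with the 17 genes of Table 3 marked by an asterisk. Both CPT-CEF-treated values lie below both untreated values for 18 genes, and the 10 genes with a positive log2 fold change are at the bottom.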

**Figure 4:**
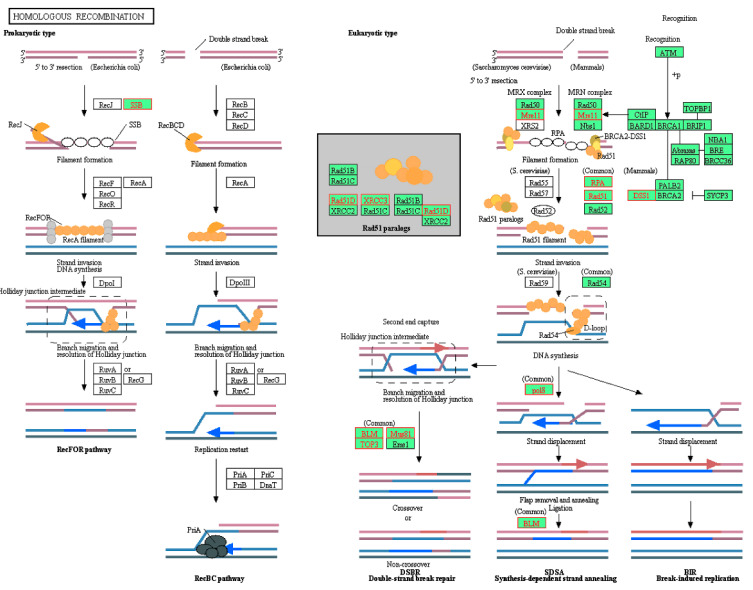
Visualization of the GSEA-enriched genes from the leading-edge subset of the homologous recombination pathway in CPT-CEF-treated colon cancer cells. The pathway was extracted from the KEGG database, and the GSEA-enriched genes obtained from the data set were highlighted red. The underexpression of these genes is predicted to have an impact in the downstream signaling involved during homologous recombination.

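Of the 39 homologous recombination genes, 29 were lower and 10 higher in the CPT-CEF-treated cells. With quantile normalization 26 were lower, and with the library medians aligned 25, both chosen after seeing the data. The same 3 genes, POLD1, POLD2 and SSBP1, had an adjusted p under 0.05 over all genes and when adjusted over the list alone (limma with Benjamini-Hochberg adjustment). Both treated values were below both untreated values for 15 genes and above them for 2. Chance gives 33.3% of genes for both directions together, and the share among all genes tested was 56.7%. The 16 genes of Table 3 in this pathway had a median log2 fold change of -0.30. The log2 fold change of XRCC3 ranged from -0.41 to 0.12 as each library was left out, and was above 0 without CPT-CEF replicate 1.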

**Figure 5:**
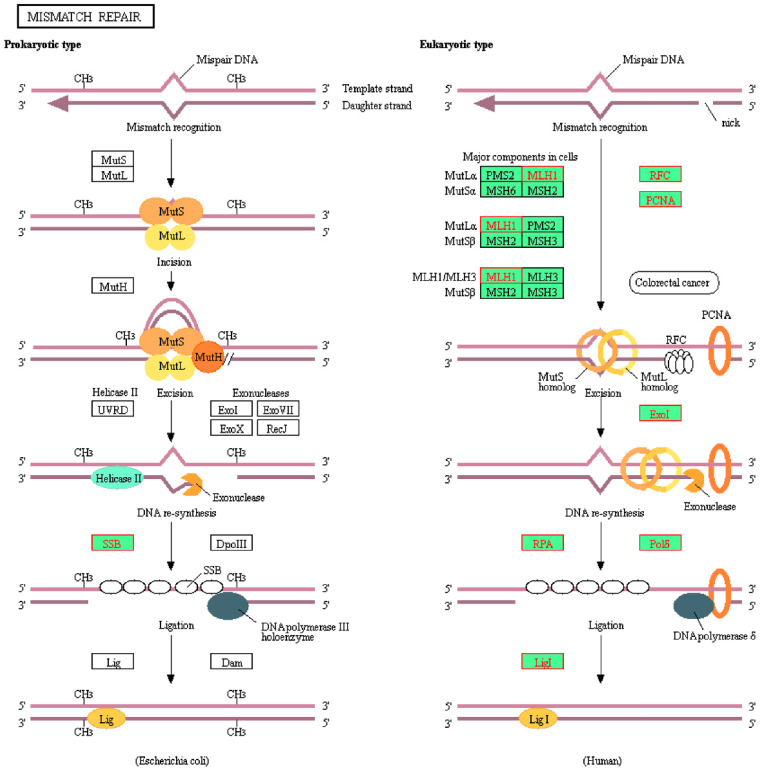
Visualization of the GSEA-enriched genes from the leading-edge subset of the mismatch repair pathway in CPT-CEF-treated colon cancer cells. The pathway was extracted from the KEGG database, and the GSEA-enriched genes obtained from the data set were highlighted red. The underexpression of these genes is predicted to have an impact in the downstream signaling involved during mismatch repair.

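Of the 22 mismatch repair genes, 18 were lower and 4 higher in the CPT-CEF-treated cells. POLD1, POLD2 and SSBP1 had an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment), and 5 genes passed when adjusted over the list alone. Both treated values were below both untreated values for 12 genes and above them for 1. Chance gives 33.3% of genes for both directions together, and the share among all genes tested was 56.7%. The 14 genes of Table 3 in this pathway had a median log2 fold change of -0.38. Among them EXO1 had a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.0563 from limma). LIG1 had one of -0.59 (standard error 0.14, adjusted p = 0.0662 from limma). With the replicate number as a block the adjusted p from limma was 0.043 for EXO1 and 0.030 for LIG1. The replicate numbers are not taken to pair the libraries.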

**Table 1:** A list of the top 13 gene ontology terms for biological processes that was obtained by over-representation analysis using g:Profiler (adj *p* < 0.05).

GO Term ID	Description	Log_10_ Adj *p*
GO:0046112	Nucleobase biosynthetic process	−2.2861
GO:0015988	Energy-coupled proton transmembrane transport, against electrochemical gradient	−1.3562
GO:0009058	Biosynthetic process	−1.5541
GO:1901576	Organic substance biosynthetic process	−1.5941
GO:1901566	Organonitrogen compound biosynthetic process	−1.55
GO:0009199	Ribonucleoside triphosphate metabolic process	−1.499
GO:0015990	Electron transport coupled proton transport	−1.3562
GO:0009124	Nucleoside monophosphate biosynthetic process	−1.4542
GO:0009141	Nucleoside triphosphate metabolic process	−1.6213
GO:0046128	Purine ribonucleoside metabolic process	−1.5925
GO:1901659	Glycosyl compound biosynthetic process	−1.3951
GO:0046129	Purine ribonucleoside biosynthetic process	−1.6173
GO:0009113	Purine nucleobase biosynthetic process	−1.9572

**Table 2:** A list of the top 13 KEGG pathways found enriched in CPT-CEF-treated colon cancer cells. Gene set enrichment analysis was performed using the KEGG database as a reference (adj *p* < 0.05). NES, normalized enrichment score.

WikiPathways ID	NES	Adj *p* Value
KEGG_RIBOSOME	−2.61902	0
KEGG_DNA_REPLICATION	−2.4385	0
KEGG_PURINE_METABOLISM	−2.24033	0
KEGG_PYRIMIDINE_METABOLISM	−2.20893	2.31 × 10^−4^
KEGG_SPLICEOSOME	−2.13383	5.56 × 10^−4^
KEGG_FRUCTOSE_AND_MANNOSE_METABOLISM	−2.10173	0.001798
KEGG_HOMOLOGOUS_RECOMBINATION	−2.09315	0.001541
KEGG_GLYCOLYSIS_GLUCONEOGENESIS	−2.07396	0.001349
KEGG_MISMATCH_REPAIR	−2.04734	0.001544
KEGG_BASE_EXCISION_REPAIR	−2.04304	0.001389
KEGG_CYSTEINE_AND_METHIONINE_METABOLISM	−2.01921	0.001616
KEGG_ONE_CARBON_POOL_BY_FOLATE	−1.99589	0.002156
KEGG_PROTEASOME	−1.95564	0.002531
KEGG_PENTOSE_PHOSPHATE_PATHWAY	−1.92024	0.003016

**Table 3:** A list of GSEA-enriched genes from CPT-CEF-treated colon cancer cells that are involved in the DNA repair mechanism. The genes from the leading-edge subset were ranked using GSEA and tabulated. KEGG was used as the reference map. RMS stands for ranked metric score; RES stands for running enrichment score. The genes were annotated based on Ensembl database.

Pathway	Symbol	Description	RMS	RES
Homologous recombination	RPA2	replication protein A2	−0.03701	−0.60918
	RAD51	RAD51 recombinase	−0.04012	−0.59841
	XRCC3	X-ray repair cross complementing 3	−0.04147	−0.57749
	MUS81	MUS81 structure-specific endonuclease subunit	−0.04274	−0.55398
	BLM	BLM RecQ-like helicase	−0.06435	−0.60186
	MRE11	MRE11 homolog, double strand break repair nuclease	−0.06466	−0.55804
	POLD4	DNA polymerase delta 4, accessory subunit	−0.0695	−0.52524
	RPA3	replication protein A3	−0.0747	−0.48659
	RPA1	replication protein A1	−0.07625	−0.43647
	POLD3	DNA polymerase delta 3, accessory subunit	−0.07674	−0.38431
	RAD51D	RAD51 paralog D	−0.08042	−0.33793
	TOP3B	DNA topoisomerase III beta	−0.08197	−0.28399
	SEM1	SEM1 26S proteasome complex subunit	−0.0914	−0.2371
	POLD1	DNA polymerase delta 1, catalytic subunit	−0.13575	−0.18254
	SSBP1	single-stranded DNA-binding protein 1	−0.13701	−0.08714
	POLD2	DNA polymerase delta 2, accessory subunit	−0.14252	0.009967
Mismatch repair	RPA2	replication protein A2	−0.03701	−0.6119
	RFC4	replication factor C subunit 4	−0.03721	−0.58618
	RFC3	replication factor C subunit 3	−0.0476	−0.60649
	MLH1	mutL homolog 1	−0.0573	−0.60656
	POLD4	DNA polymerase delta 4, accessory subunit	−0.0695	−0.59973
	RPA3	replication protein A3	−0.0747	−0.55899
	RPA1	replication protein A1	−0.07625	−0.50674
	POLD3	DNA polymerase delta 3, accessory subunit	−0.07674	−0.45243
	PCNA	proliferating cell nuclear antigen	−0.09206	−0.41689
	EXO1	exonuclease 1	−0.11252	−0.35987
	LIG1	DNA ligase 1	−0.11726	−0.27812
	POLD1	DNA polymerase delta 1, catalytic subunit	−0.13575	−0.19036
	SSBP1	single-stranded DNA-binding protein 1	−0.13701	−0.09113
	POLD2	DNA polymerase delta 2, accessory subunit	−0.14252	0.009963
Base excision repair	APEX2	apurinic/apyrimidinic endodeoxyribonuclease 2	−0.04908	−0.5695
	PARP1	poly(ADP-ribose) polymerase 1	−0.04922	−0.54643
	MPG	*N*-methylpurine DNA glycosylase	−0.05495	−0.54497
	MUTYH	mutY DNA glycosylase	−0.06143	−0.54262
	POLD4	DNA polymerase delta 4, accessory subunit	−0.0695	−0.53485
	POLD3	DNA polymerase delta 3, accessory subunit	−0.07674	−0.51601
	POLE3	DNA polymerase epsilon 3, accessory subunit	−0.08351	−0.49272
	HMGB1	high mobility group box 1	−0.08388	−0.45306
	PCNA	proliferating cell nuclear antigen	−0.09206	−0.42234
	APEX1	apurinic/apyrimidinic endodeoxyribonuclease 1	−0.09397	−0.37987
	NTHL1	nth-like DNA glycosylase 1	−0.10643	−0.34445
	LIG1	DNA ligase 1	−0.11726	−0.29743
	FEN1	flap structure-specific endonuclease 1	−0.11774	−0.24157
	XRCC1	X-ray repair cross complementing 1	−0.12694	−0.18614
	POLD1	DNA polymerase delta 1, catalytic subunit	−0.13575	−0.12503
	POLD2	DNA polymerase delta 2, accessory subunit	−0.14252	−0.05904
	UNG	uracil DNA glycosylase	−0.14332	0.00946

**Table 4:** Several genes involved in gene expression regulation were also found to be involved in epigenetic modifications. The genes were data-mined and annotated using EpiFactors as a reference database. FC, fold change. NA indicates data not available.

Symbol	Description	Function	Target Molecule	Target Entity	Product	Comment	Adj *p*	log_2_FC
PKM	pyruvate kinase, muscle	Histone modification write cofactor	histone	H3S10, H3S28, H2BS32	H3S10ph, H3S28ph, H2BS32ph, H3T11ph	Transcriptional activation by epidermal growth factor (EGF) is mediated via phosphorylation of H3S10 H3S28 and H2BS32 by Rsk-2 and PKM2.	1.02 × 10^−7^	−1.02522
HMGB1	high mobility group box 1	Chromatin remodeling	chromatin	NA	NA	Chromatin-specific remodeling by HMGB1 and linker histone H1 silences proinflammatory genes during endotoxin tolerance.	0.01295	−0.64422
APEX1	APEX nuclease (multifunctional DNA repair enzyme) 1	DNA modification cofactor	DNA	NA	NA	UniProt: May play a role in the epigenetic regulation of gene expression by participating in DNA demethylation.	0.075289	−0.63047
POLE3	polymerase (DNA directed), epsilon 3, accessory subunit	Histone chaperone	histone	NA	NA	The human homologues of two novel putative histone-fold proteins in Drosophila CHRAC are present in HuCHRAC. The two human histone-fold proteins form a stable complex that binds naked DNA but not nucleosomes.	0.109001	−0.54009

## Data Availability

The datasets presented in this study can be found in the Gene Expression Ominibus (GEO) public repository with accession number GSE165875.

How the deposited data were processed for this re-analysis (not part of the article)

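The deposited values come from 4 RNA-seq libraries of HT29 cells, 2 from untreated cells and 2 from cells given 133.5 μg/mL CPT-CEF for 48 h. The paper's methods give n = 3 for the treatment, and 2 libraries per group were analysed here. The labels of the treated libraries name the carrier in 1 field and CPT-CEF in another, and the treated group was taken as CPT-CEF from the paper's design. The authors checked reads with FastQC, quantified them with Salmon against the GRCh38 Ensembl transcriptome and used DESeq2. They deposited 1 table of the whole series and 4 tables of single libraries, which were identical to the columns of the first. Each holds 12134 genes, 11721 of them protein coding. The authors made these log2 values before depositing them, by quantifying reads with Salmon, normalizing with DESeq2 and taking a transformation to a log2 scale, and 0 of the values are whole numbers. The spread between replicates is smallest for the lowest genes, which is a property of regularized log values, but the paper's text does not name the transformation, the gene filter or the way transcripts were summed to genes. No read counts were analysed here, so the depth per library is unknown, and no test that needs counts was run.

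Gene symbols, positions and GC content came from GENCODE 44, which held 12109 of the gene identifiers. The remaining 25 had no symbol, and 6 symbols were held by 2 identifiers each. The design fixed before the data were examined named a count model for read counts, and limma for values that are not counts. The limma fit was therefore used, on the values as deposited and with no further logarithm or pseudocount, since they are already logarithms. Genes with a mean value of at least 1 were kept, which left out 21 genes and kept 12113. The fit used limma 3.58.1 in R 4.3.3 with a variance trend on the mean value. Tests were two-sided and adjusted by the Benjamini-Hochberg method. Leaving out 1 library leaves 1 in its group, and by choice limma and camera tests were not made on those fits.

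Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and adjusted over 21 lists together. These were 3 repair pathways read from the maps of Figures 3, 4 and 5, 9 lists for subjects of Tables 1 and 2, and 9 lists of candidate responses (p53, NF-kB, ATF4 and HIF targets, cholesterol synthesis, metallothioneins, ferritin and antioxidant genes, S phase, and G2 and M phase). They were written by hand before the data were examined, and they are not the GO, KEGG or MSigDB sets, which were not available here. For that reason the over-representation analysis of Table 1 was not repeated. No list covers fructose and mannose metabolism or cysteine and methionine metabolism, and of these 21 lists none covers the proton transport terms of Table 1. A further 4 lists were written after the first results had been seen. Of these, MYC targets, FOXO targets and nuclear-encoded respiratory chain genes were tested as a family of 3 of their own, and the mitochondrially encoded genes, whose values had been seen, got no test. Pre-ranked GSEA used fgsea 1.28.0 with 1000 permutations and genes ranked by the log2 ratio of class means. Its p-values treat genes as replicates and are not given.

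Correlations across genes used Spearman's rho with 1000 permutations, and medians of 2 groups of genes were compared with a permutation test of 100000 resamples. These used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Trends with GC content and gene length were removed from each library by a loess fit with a span of 0.5, over 12088 genes with both properties. Genes are named by a rule set before the data were examined. It takes every gene of Tables 3 and 4, TOP1, the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05 and groups that do not overlap, and up to 3 genes with the smallest adjusted p of each list discussed. Genes outside this rule are marked in the text as chosen after their values were seen, apart from the polymerase epsilon subunits POLE, POLE2 and POLE4, which the paper's text led to.

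The procedures were tested on simulated data with 2 libraries against 2, built on the deposited values. In 10 simulations with 200 changed genes limma recovered 100% of the genes changed by 1 on the log2 scale and 74.5% of those changed by 0.5. Of its calls, 8.31% were unchanged genes, above the threshold of 0.05 that the adjustment aims at, and 1 changed gene was called with the wrong sign. The camera test called a lowered list of 30 genes in 10 of 10 simulations and 0 unchanged lists. No correlation between genes is stated for the simulated lists, so these counts cannot speak for lists of correlated genes. Among the real lists the estimated inter-gene correlation ran from -0.0845 for metallothioneins to 0.864 for ATF4 targets. Removal of the GC trend left 0 of 5 lists that only the trend had moved, and kept 5 of 5 lowered lists. The permutation test of medians called 20 of 20 planted differences and 0 of 20 without one, and the Spearman test called 20 of 20 planted trends and 2 of 20 without one.

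The alternatives tried were no filter on low values, the replicate number as a block, unadjusted p, fry, an estimated correlation, ranking by the difference in log2 values, a shorter homologous recombination list and leaving out each library in turn. A further 7 alternatives were chosen after seeing the data. These were a variance without a trend, quantile normalization, aligned library medians, a mean value of at least 5, and the removal of trends with GC content, with gene length and with both.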

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

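The results here concern genes that the paper does not name, apart from PCNA, which is on the S phase list and in Table 3. The S phase list also shares genes with the lists for DNA replication, pyrimidine synthesis and the one-carbon pool, which are subjects of Table 2, and the ferritin and antioxidant list shares 1 gene with that of the pentose phosphate pathway. The paper names no mitochondrially encoded gene, but Table 1 has terms for proton transport, a subject that respiratory chain genes belong to. The tests of iron from the carrier and of a common rise of mitochondrial RNA were chosen only after the results were seen, and the lists of FOXO targets and nuclear-encoded respiratory chain genes were written after the first results. The libraries hold no cells given the carrier alone, so camptothecin, the carrier and the vehicle are confounded in every one of these differences. Depth per library, contamination and sequencing batch were not tested, because neither read counts nor batches are given for these libraries.

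All 24 S phase genes were lower in the CPT-CEF-treated cells (23 with the trends with GC content and gene length removed), with a median log2 fold change of -0.35 (camera adjusted p = 4.31e-07), and 21 of 24 G2 and M phase genes were lower, with a median of -0.32 (camera adjusted p = 0.00102). Of the S phase genes, 7 are also on the DNA replication list. At an adjusted p under 0.05 from limma, 2 S phase genes passed over all genes and 10 when adjusted over the list alone, against 1 and 5 of the G2 and M phase genes. MCM2 had a log2 fold change of -0.86 and PLK1 one of -0.54. The size depends on single libraries. Without CPT-CEF replicate 1 the medians were -0.20 and -0.11. Without untreated replicate 1 the G2 and M phase median was also smaller in size, at -0.20. With the trends with GC content and gene length removed from each library, the larger adjusted p of both lists was 1.28e-04, which argues against those trends as the whole cause. Over all alternatives the adjusted p ran from 1.55e-08 to 0.435 for S phase and from 7.85e-05 to 0.511 for G2 and M phase. Fewer cycling cells after treatment may explain both lists, a difference that the design names and that was not tested here.

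In the ferritin and antioxidant list 12 of 14 genes were higher, with a median log2 fold change of 0.27 (camera adjusted p = 5.74e-04). The median was 0.12 without CPT-CEF replicate 1 and 0.43 without CPT-CEF replicate 2. At an adjusted p under 0.05 from limma, 1 gene passed both over all genes and when adjusted over the list alone. This was FTL, with a log2 fold change of 0.88. When adjusted over the list alone, 9 genes passed with the GC trend removed, 7 with both trends removed, 4 with the replicate number as a block, 4 with a mean value of at least 5 and 3 with quantile normalization. The list's adjusted p was 4.17e-04 with the trends with GC content and gene length removed, which argues against those trends as the whole cause, and it ran from 1.67e-04 to 0.446 over all alternatives. TFRC, which encodes the transferrin receptor, had a log2 fold change of -1.36, the direction that iron loading gives. SLC11A2, another iron-regulated gene, named after its values were seen, had one of -0.079 (adjusted p = 0.798 from limma) with overlapping groups. Iron from the nanoparticles could be a source of the change in this list, but it cannot be told apart from an effect of camptothecin, because no library came from cells given the carrier alone.

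Of 24 cholesterol synthesis genes 17 were lower, with a median log2 fold change of -0.16 (camera adjusted p = 0.0142), or -0.096 without CPT-CEF replicate 1. At an adjusted p under 0.05 from limma, 3 genes passed over all genes and 4 when adjusted over the list alone. DHCR7 had a log2 fold change of -0.79, while SC5D rose, with 0.64. With the trends with GC content and gene length removed the adjusted p was 0.0215, which argues against them as the whole cause. Over all alternatives it ran from 0.00900 to 0.508. An effect of cyclodextrin on cholesterol stays open and was not tested.

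The metallothionein list was represented by 3 of its 8 genes, all lower except for MT1X with the trends with GC content or gene length removed, with a median log2 fold change of -0.28 (camera adjusted p = 0.0196). MT1E had a log2 fold change of -0.63 and MT2A one of -0.28. At an adjusted p under 0.05 from limma, 1 gene passed over all genes and 2 when adjusted over the list alone. With the trends with GC content and gene length removed the adjusted p was 0.125, and it ran from 0.0168 to 0.319 over all alternatives. A trend with GC content or length and a change under treatment cannot be told apart for this list, because 3 genes are too few. Reads shared between these similar genes were not tested.

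The 3 largest falls among genes with an adjusted p under 0.05 and groups that do not overlap were those of S100A4 (log2 fold change -2.06, adjusted p = 0.0118 from limma), TM4SF4 (-1.52, adjusted p = 0.0339) and TFRC (-1.36, adjusted p = 0.0271). The 3 largest rises were those of ARRDC3 (1.36, adjusted p = 0.0271 from limma), DST (1.29, adjusted p = 0.0346) and MAN1A1 (1.25, adjusted p = 0.0271). All 6 genes kept a 2-fold change with the trends with GC content and gene length removed, which argues against those trends. FOXO activity could explain part of the rises. In the list of FOXO targets 15 of 21 genes were higher, with a median of 0.19 (camera adjusted p = 0.00157), but the median was 0.060 without CPT-CEF replicate 1, and the adjusted p ran from 0.00113 to 0.165 over all alternatives, with 0.0518 under fry. Of those targets TXNIP, whose value had been seen before, had a log2 fold change of 1.11 and CITED2 one of 0.51.

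The mitochondrially encoded genes were singled out after their values were seen. Of 13 such genes 12 were higher (13 with quantile normalization), with a median log2 fold change of 0.71, and 5 had an adjusted p under 0.05 from limma over all genes (from 1 to 10 over the alternatives). MT-ND6 had a log2 fold change of 1.16, MT-CO1 one of 1.12 and MT-ND5 one of 1.08, while MT-ND3 had one of -0.065 with overlapping groups. More mitochondria in the treated cells would raise nuclear-encoded respiratory chain genes too, but 41 of 48 of these were lower, with a median of -0.19 (camera adjusted p = 3.91e-06, and from 1.92e-07 to 0.0524 over all alternatives). A common rise of all mitochondrial RNA by the same amount would move the 13 genes alike. The SD between their log2 fold changes was 3.68 times the SD that replicates give, which argues against an equal rise only. A shared rise with differences between genes stays open, since 12 of the 13 were higher. With the trends with GC content and gene length removed the median was 0.59, above its SD between replicates of 0.31, which argues against those trends as the whole cause. The limit of 1 SD was settled after this median had been seen, and the median lies below 2 SD. Changes in the stability, processing or polyadenylation of mitochondrial RNA stay open and were not tested.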

How the results depend on the processing

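The alternatives named as chosen after seeing the data are a variance without a trend, quantile normalization, aligned library medians, a mean value of at least 5, and the removal of trends with GC content, gene length or both from each library. The others were set before the data were examined. DESeq2, RLE size factors, library totals, filters on counts, a ranking by log2 CPM and a smaller pseudocount were not run, because they need read counts or values that are not logarithms. Where no cause is given, the cause was not tested.

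The number of genes with an adjusted p under 0.05 was 441. It was 3063 with the unadjusted p, 827 with the replicate number as a block and 704 of 8101 genes with a mean value of at least 5, where fewer genes are tested. All 441 genes were among the 827, and 408 of them among the 704. Same-numbered replicates share no deviation from their group means (correlation across genes -0.0808), so the numbers are not taken to pair the libraries. The count was 430 without a filter, 370 without a variance trend (317 of the genes shared), 319 with quantile normalization (310 shared), 432 with aligned medians (408 shared), 375 with the GC trend removed (295 shared), 390 with the length trend removed (337 shared) and 349 with both removed (278 shared). The counts with a 2-fold change stayed within 1.5 times their size, at 26 to 39 genes for an adjusted p under 0.05 and 29 to 40 for 0.1.

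HMGB1, with a log2 fold change of -0.62, went under 0.05 with the replicate number as a block (adjusted p = 0.0415 from limma) and with the unadjusted p (0.00804 from limma). The log2 fold change of HMGB1 was -0.43 with quantile normalization, where the adjusted p from limma was 0.223, and without a variance trend the adjusted p from limma was 0.118. APEX1, with a log2 fold change of -0.48, did so with a mean value of at least 5 and with the unadjusted p (0.00313 from limma), and POLE3, with a log2 fold change of -0.43, with the unadjusted p (0.00719 from limma). Across the 4 fits that each left out 1 library, the log2 fold change ran from -0.85 to -0.38 for HMGB1, from -0.53 to -0.43 for APEX1, from -0.53 to -0.34 for POLE3 and from -0.95 to -0.80 for PKM.

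Across the same fits the median ran from -0.41 to -0.27 for the genes of Table 3, from -0.21 to -0.15 for base excision repair, from -0.17 to -0.042 for homologous recombination and from -0.27 to -0.10 for mismatch repair. The normalized enrichment score ran from -2.16 to -1.66 for base excision repair, from -2.24 to -1.56 for homologous recombination and from -2.22 to -1.75 for mismatch repair. The lowest absolute medians and scores of these pathways were those without CPT-CEF replicate 1. The difference between repair genes on and off the DNA replication list ran from -0.22 to -0.11, and Spearman's rho of log2 fold change with gene length from 0.215 to 0.238. The base excision repair median was -0.35 with a mean value of at least 5, -0.13 with the GC trend removed and -0.11 with both trends removed.

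The camera tests of the 3 repair pathways kept an adjusted p under 0.05 with no filter, a replicate block, quantile normalization, a mean value of at least 5 and each removal of trends. With an estimated correlation the adjusted p was 0.451 for homologous recombination, 0.435 for mismatch repair and S phase, 0.350 for base excision repair, 0.319 for DNA replication, spliceosome, glycolysis, pentose phosphate pathway and metallothioneins, 0.266 for ribosomal proteins, purine synthesis, pyrimidine synthesis, one-carbon pool and proteasome, 0.508 for cholesterol synthesis, 0.446 for ferritin and antioxidant genes, 0.511 for G2 and M phase, 0.165 for FOXO targets and 0.0524 for nuclear-encoded respiratory chain genes. MYC targets stayed under 0.05, at 0.0406. MYC targets, FOXO targets and nuclear-encoded respiratory chain genes were adjusted as a family of 3, and the other lists in a larger family. Their adjusted p therefore cannot be set against that of the other lists. The unadjusted p was 0.0135 for MYC targets and 0.0340 for purine synthesis (camera with an estimated correlation). With fry the adjusted p was 0.166 for homologous recombination, 0.127 for mismatch repair and 0.0612 for base excision repair and glycolysis. DNA replication and spliceosome had 0.0798, and cholesterol synthesis and ferritin and antioxidant genes 0.213. S phase had 0.162, G2 and M phase 0.280 and FOXO targets 0.0518. Of the lists of candidate responses, metallothioneins held under fry, at 0.0218.

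The numbers of genes of a list past an adjusted p of 0.05 from limma moved by more than 1.5 times for many lists. Over all genes they ran from 3 to 9 for the genes of Table 3, 2 to 5 for mismatch repair, 2 to 7 for base excision repair, 4 to 12 for DNA replication, 17 to 37 for ribosomal proteins, 2 to 7 for spliceosome, 2 to 5 for one-carbon pool, 0 to 1 for the pentose phosphate pathway and metallothioneins, 1 to 7 for S phase, 0 to 3 for G2 and M phase and FOXO targets, 1 to 4 for cholesterol synthesis and p53 targets, 0 to 2 for NF-kB targets, 1 to 2 for HIF targets, 0 to 1 for ferritin and antioxidant genes, 5 to 15 for MYC targets, 0 to 6 for nuclear-encoded respiratory chain genes and 1 to 10 for mitochondrially encoded genes. When adjusted over the list alone they ran from 3 to 5 for homologous recombination, 5 to 8 for mismatch repair, 7 to 14 for base excision repair, 0 to 8 for proteasome, 0 to 5 for the pentose phosphate pathway and ATF4 targets, 1 to 3 for NF-kB targets, 2 to 4 for HIF targets, 1 to 2 for metallothioneins, 3 to 10 for cholesterol synthesis, 1 to 9 for ferritin and antioxidant genes, 6 to 13 for S phase, 3 to 8 for G2 and M phase and 0 to 17 for nuclear-encoded respiratory chain genes.

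The pentose phosphate pathway had an adjusted p of 0.0577 with a replicate block, 0.0522 with quantile normalization and 0.123 with a mean value of at least 5, and cholesterol synthesis 0.0651 with a mean value of at least 5. Metallothioneins had 0.105 with the GC trend removed, 0.187 with the length trend removed and 0.125 with both removed. The direction of the camera test went from lower to higher for NF-kB targets with the length trend removed (adjusted p = 0.751) and for HIF targets with a mean value of at least 5 (0.891), although the HIF median was above 0 at both settings, at 0.068 and 0.12. The log2 fold change of MT1X reversed to 0.016, 0.044 and 0.028 with the GC trend, the length trend and both removed, and neither these lists nor this gene were past 0.05 at those settings. Among the other results, for single genes and for the medians of the other lists, 58 became weaker and 23 became stronger. Another 53 moved by more than their spread between replicates, and 1443 did not change in these ways. For a single gene, leaving out 1 library of 2 cannot move the fold change by more than that spread. Such fits could never count as moved, and they are among the 1443. One of them is XRCC3, whose log2 fold change went from -0.14 to 0.12 without CPT-CEF replicate 1.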

Differences from the paper's values

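The paper's methods name DESeq2 for differential expression, while the values here come from limma on the deposited log2 values. DESeq2 was not run, so whether the methods account for the gaps below was not tested. The log2 fold change of PKM was -0.88 against the paper's -1.02522. Of the alternatives set before the data were examined, leaving out untreated replicate 2 brought it to -0.95, which differs from the paper's value by less than the SD between replicates of 0.11. No filter, a replicate block and leaving out each of the other libraries did not. The adjusted p of PKM was 0.0271 from limma against the paper's 1.02e-07. It was 0.0267 without a filter and 0.00466 with the replicate number as a block, and neither closed the gap.

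The adjusted p of HMGB1 was 0.0880 from limma against the paper's 0.01295. It was 0.0886 without a filter and 0.0415 with the replicate number as a block, and neither closed the gap. The paper's value is below 0.05, and here HMGB1 was below 0.05 with that block and with the unadjusted p (0.00804 from limma), and above it at every other setting with a p.

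The log2 fold change of APEX1 was -0.48 against the paper's -0.63047. None of the alternatives set before the data were examined closed the gap, and the nearest was -0.53 without CPT-CEF replicate 2 or untreated replicate 2.

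The paper's methods give n = 3 for the treatment, and 2 libraries per group were analysed here. The paper counts 47 downregulated genes, and its table lists 33 distinct genes in 47 entries. The legend of Figure 2 and the heading of Table 2 speak of enrichment in the treated cells, and the median log2 fold change of the 3 repair pathways was lower after treatment, at -0.10, -0.22 and -0.18. The paper describes the treatment as reversing deficiencies of these genes, and the 33 genes of Table 3 were all lower after treatment. The paper's results and methods state different thresholds of p, without saying in the methods whether p is adjusted. With a 2-fold change, 34 and 37 genes passed them by the adjusted p, and 39 passed each of them by the unadjusted p. These counts rest on the deposited values, and the paper's DESeq2 fold changes were not recomputed. Each gene of Table 4 had a smaller change here, with log2 values of -0.62 against -0.64422 for HMGB1 and -0.43 against -0.54009 for POLE3. PKM passes 2-fold in the paper and not here, so the counts may not be on the scale of the paper's cut-off.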

Other observations

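The tests of the scaling of the libraries, of the share of 1 library, of the loss of long transcripts, of a GC trend between libraries and of reads shared between EIF3C and EIF3CL were chosen only after the results were seen. So were the alternatives of quantile normalization, a mean value of at least 5 and the removal of trends. The list of MYC targets was written after the first results, before the values of its genes were looked at.

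The fall of the 3 repair pathways was weighed against 4 explanations. With the trends with GC content and gene length removed from each library, the largest camera adjusted p of the 3 pathways was 0.00836, and with quantile normalization between libraries it was 0.00761, which argues against those trends and against the scaling as the whole cause. For base excision repair the median was still -0.15 without CPT-CEF replicate 1, against an SD between replicates of 0.044, which argues against a fall carried by 1 library. For homologous recombination and mismatch repair the medians without that library were -0.042 and -0.10, within their SD between replicates of 0.094 and 0.121. For these 2 pathways a change in both treated cultures and a change in 1 of them cannot be told apart with 2 libraries per group. The genes that the pathways share with DNA replication could carry part of the fall (two-sided permutation test over genes, p = 0.00174), with a median of -0.039 for the other repair genes. That median was larger in size elsewhere, at -0.13 without CPT-CEF replicate 2, -0.11 with a mean value of at least 5, -0.091 with both trends removed and -0.078 without untreated replicate 1, and it was -0.0043 without CPT-CEF replicate 1. Without CPT-CEF replicate 1 the difference between the groups of genes was -0.11, and the permutation p was 0.0964.

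The lower values of the synthesis lists of Tables 1 and 2 were not explained by trends with GC content and gene length, since 9 of the 9 lists kept a camera adjusted p under 0.05 with the trends removed. Lower MYC activity may contribute. In a list of MYC targets outside the other lists 32 of 32 genes were lower, with a median log2 fold change of -0.42 (camera adjusted p = 3.23e-13, and from 2.03e-14 to 0.0406 over all alternatives). The treated replicates had medians of -0.51 and -0.51 against the untreated mean. PA2G4, NPM1 and HSPD1 had log2 fold changes of -0.79, -0.84 and -0.67. MYC itself, named after its values were seen, had a log2 fold change of -0.29 (adjusted p = 0.359 from limma) with overlapping groups, and -0.022 without CPT-CEF replicate 2. A lower rate of growth for another reason would lower the same genes, and was not tested.

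Across 12088 genes the log2 fold change rose with gene length, with Spearman's rho of 0.245 (permutation p = 0.001, the smallest that 1000 permutations give). With the trend with GC content removed from each library, rho was 0.102. Genes are not independent replicates. The median log2 fold change was -0.050, -0.019, 0.020 and 0.060 in 4 groups of 3022 genes from the shortest to the longest. Loss of long transcripts, which inhibition of topoisomerase I would give, predicts the opposite sign, and rho stayed above 0 with the GC trend removed, so these values argue against it at 48 h as the main pattern. TOP1, the target of camptothecin, had a log2 fold change of 0.11 (adjusted p = 0.535 from limma).

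The log2 fold change fell with GC content, with Spearman's rho of -0.351, and its median was 0.083, 0.031, -0.028 and -0.073 in 4 such groups from the lowest to the highest GC content. Replicates differed with GC content less strongly, with a rho of 0.0504 for the untreated replicates and 0.142 for the CPT-CEF-treated ones. A GC trend that varies from library to library and an effect of treatment cannot be told apart here, because with 2 libraries per group such a trend can fall along the groups.

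EIF3C and EIF3CL, near-identical genes on chromosome 16 named after their values were seen, had opposite jumps between replicates. The SD over the 4 libraries was 0.76 for EIF3C and 1.95 for EIF3CL, and 0.24 for log2 of their summed values. This is in line with reads split between the genes in proportions that vary by library, though both were chosen for this pattern. In all, 15 genes differed by at least 1 between the CPT-CEF-treated replicates and 17 between the untreated replicates. The widest gap between the treated replicates was that of RPS9, at 4.05.

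Of the lists of candidate responses, 4 were not past 0.05. The camera adjusted p was 0.328 for p53 targets, 0.404 for NF-kB targets, 0.635 for ATF4 targets and 0.724 for HIF targets. The medians were 0.026, -0.073, 0.078 and 0.068 in the same order. With the trends with GC content and gene length removed they were 0.089, -0.058, 0.17 and 0.017. With a mean value of at least 5 they were 0.029, -0.17, 0.022 and 0.12. With the length trend alone removed the NF-kB median was 0.019. Without CPT-CEF replicate 1 the median of p53 targets was -0.017 and that of HIF targets 0.013. Without untreated replicate 2 they were 0.060 and 0.030, and without CPT-CEF replicate 2 that of HIF targets was 0.022. The median of ATF4 targets moved with every library, to -0.13 without CPT-CEF replicate 1, -0.13 without untreated replicate 1, 0.27 without CPT-CEF replicate 2 and 0.31 without untreated replicate 2. Within the p53 list PLK2 was higher, with a log2 fold change of 0.90, and AEN was lower, with one of -0.64. The numbers of genes past an adjusted p of 0.05 from limma over all genes were 3 for p53, 1 for NF-kB, 0 for ATF4 and 2 for HIF, and when adjusted over the list alone they were 4, 1, 0 and 2. At an unadjusted p under 0.05, 6 of the ATF4 targets passed.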
